A study of Drosophila melanogaster with 18 samples.

How the data were processed

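Wing imaginal discs, the larval epithelial sacs that form the adult wing, came from wild-type OregonR Drosophila larvae collected 96 h after egg laying, per the labels' protocols. Discs were either frozen soon after dissection or kept in Grace's medium with 5% fetal bovine serum. The medium held no added hormone, 20 nM 20-hydroxyecdysone (20E, the active insect steroid hormone) or 5 µg/ml bovine insulin. Poly(A) RNA was selected and made into strand-specific libraries, per the labels' protocols. The 18 libraries fall into 6 groups of 3: uncultured, no hormone for 4 h, 20E for 4 h, 20E for 9 h, insulin for 4 h and insulin for 9 h. Groups and replicate numbers were taken from the sample titles, and table columns from the column names that the sample descriptions give. Sample names in the descriptions count replicates from 1 and the columns from 0, so the name of one replicate can equal the column of another. The stated column was used, and replicate numbers here follow the titles.

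The authors deposited 1 table of FPKM (fragments per kilobase of transcript and per M fragments) with a column per replicate. The aligner, the counting program, the genome build, the annotation release and any filter are not stated in the labels or the file. The table lists 15602 FlyBase gene identifiers with names and types, of which 13451 are protein-coding. Of these identifiers, 14925 were found in the Ensembl 115 annotation (assembly BDGP6.54), which gave the coordinates and transcript lengths. Identifiers that were not matched, among them those listed for br and InR, carry no coordinates here, and 8157 of the 8524 tested genes had a transcript length. The authors' FPKM values summed to between 829275 and 918429 per library. Their upper quartiles lay between 25.58 and 26.34 FPKM, so scaling between libraries by the authors is possible but is not stated.

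The table gives no counts. Low FPKM values of genes with a single transcript of at least 1000 nt fell on regular steps, and these gave an estimated depth of 28.22 to 38.25 M fragments per library. Between 85.0% and 90.3% of such values lay within 0.1 of a whole fragment, against 20% expected by chance. The values near 1 fragment were also used to fit the depth, so this comparison favours the estimate. These depths are estimates and entered no test of group differences. They were used only to turn FPKM into approximate fragments for a comparison of ratios between libraries. At the lowest depth, 1 FPKM of a gene with 1 kb of effective length corresponds to about 28.2 fragments. Intervals and tests do not separate sequencing noise from differences between discs.

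Genes with at least 1 FPKM in at least 3 of the 18 libraries were tested (8524 genes, 7886 of them protein-coding). Values were transformed as log2(FPKM + 1). All changes are on this scale, which understates the change of genes with low values. A linear model with group as the only term was fitted to all 18 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend). Tests were two-sided, p-values were adjusted by Benjamini-Hochberg within each of 12 comparisons, and an adjusted p under 0.05 made a call. With 3 libraries against 3, an exact permutation test of a single gene could not go below p = 0.1, so calls rest on the model's shared estimate of spread. The interaction was the change from 4 h to 9 h in 20E minus the same change in insulin. Figures were drawn with matplotlib 3.10.9.

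Before the data were examined, the comparisons, the tests, 10 gene lists written from general knowledge and the rule for naming genes were fixed. The rule took, for 7 comparisons and the interaction, the 3 genes with the largest rise and the 3 with the largest fall among called genes. These also needed group ranges that did not overlap (not required for the interaction) and a mean of at least 5 FPKM in the highest group compared. Members of the lists could be named too, and which members are named was decided after their values were seen. Lists with at least 3 tested members were tested with camera (limma) at a preset inter-gene correlation of 0.01, adjusted over 56 tests of 8 lists in 7 comparisons. The tested lists were ecdysone response, FOXO and starvation response, ribosome biogenesis, heat shock, wound and JNK response, cell cycle, glycolysis and antimicrobial peptides. The fat body list had 0 of 7 members among the tested genes and the haemocyte list 2 of 8, so neither was tested as a list. Tests with fry and with an estimated correlation were run beside camera. Pearson's r was computed across genes between pairs of fitted changes and set beside r from 100 simulations of unchanged groups that share the same libraries. Simulated ranges of Spearman's rho and of the share of genes with the same direction were added after seeing the data.

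The alternatives tried were a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, median-ratio rescaling, quantile normalization, only the groups compared, the replicate number as a block, array weights, robust eBayes and leaving out each replicate. Added after seeing the data were a fit to protein-coding genes only and removal of each library's trend with transcript length. A midgut marker covariate, fitted for the interaction only, and a camera test of the lists on the interaction were added too. Also added then was a permutation over the 12 hormone libraries of the residuals from a model with hormone and time as additive terms. Marker lists for midgut, body-wall muscle, salivary gland, nervous system and male dosage compensation RNAs were written after 1 gut gene had been seen high in 1 library.

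The procedure was tested on simulated data made from the real means and spreads of 8524 genes. With 200 genes changed by 1 log2 unit in 1 group, 88.5% were recovered in a 3 against 3 comparison with 4.8% of calls false, and 83% in the interaction with 2.9% false. Unchanged data gave 0 calls over the 12 comparisons. A shift in 1 list was called in all 3 comparisons that held it, and none of the remaining 53 list tests was called. The simulation drew genes independently, so it does not test how camera behaves when genes vary together. Tests of GC content were not run, since no genome sequence was used here.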

Results

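The expression of 15602 genes was measured by RNA sequencing in Drosophila wing discs, either fresh or held in culture, to compare what 20-hydroxyecdysone (20E) and insulin change. Each of the 6 groups held 3 libraries, at an estimated 28.22 to 38.25 M fragments. Between 7847 and 8190 genes per library reached 1 FPKM. Pearson's r of log2(FPKM + 1) across tested genes lay between 0.945 and 0.985 for replicates and between 0.897 and 0.978 for libraries of different groups. No 2 columns held identical values. The first principal component carried 29.5% of the variance, the second 19.1% and the third 11.4%. The third parted single libraries from their replicates. Uncultured replicate 2 stood at 34.4 on it, and the other uncultured libraries at -17.1 and -13.7. No hormone replicate 1 stood at 34.9, and the other no hormone libraries at 3.2 and 13.7.

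**Figure D1:**
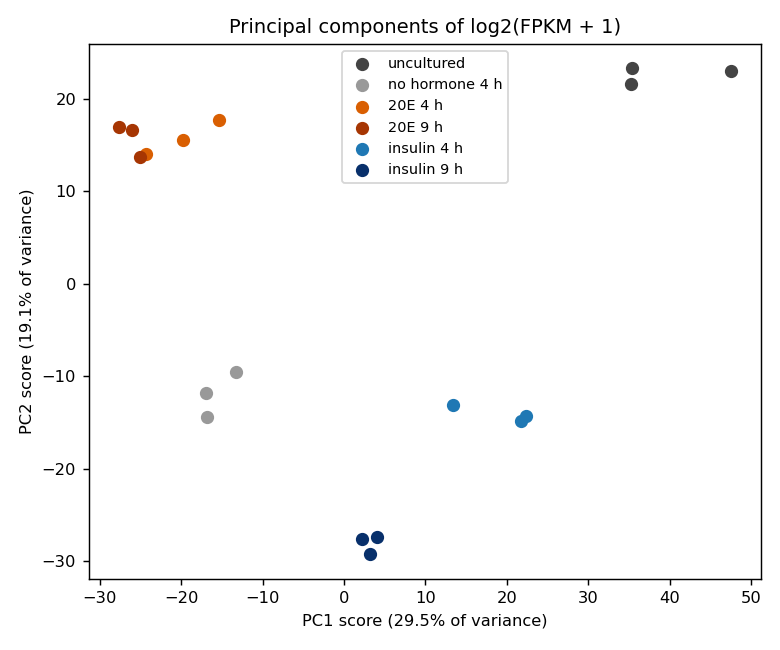
Scores of the 18 libraries on the first (29.5% of variance, x axis) and second (19.1%, y axis) principal components of log2(FPKM + 1), with 1 point per library and 1 colour per group. The uncultured libraries lie at the upper right, the 20E libraries at the upper left and the insulin libraries at the lower right, with the no hormone libraries at the lower left.

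Single libraries carried transcripts that their replicates lacked. Jon65Aiv, a gut serine protease gene, stood at 6102 FPKM in uncultured replicate 2 and at 1.14 and 0.736 FPKM in the other uncultured libraries. It stood at 459.7 FPKM in no hormone replicate 1. The cuticle protein gene Lcp4 stood at 418.4 FPKM in uncultured replicate 1 and at 48.8 FPKM in replicate 2 of 20E at 4 h. For no hormone against uncultured (6017 calls), leaving out uncultured replicate 2 gave 5785 calls, the most among the fits that each left out 1 library of these groups (5702 to 5785).

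**Figure D2:**
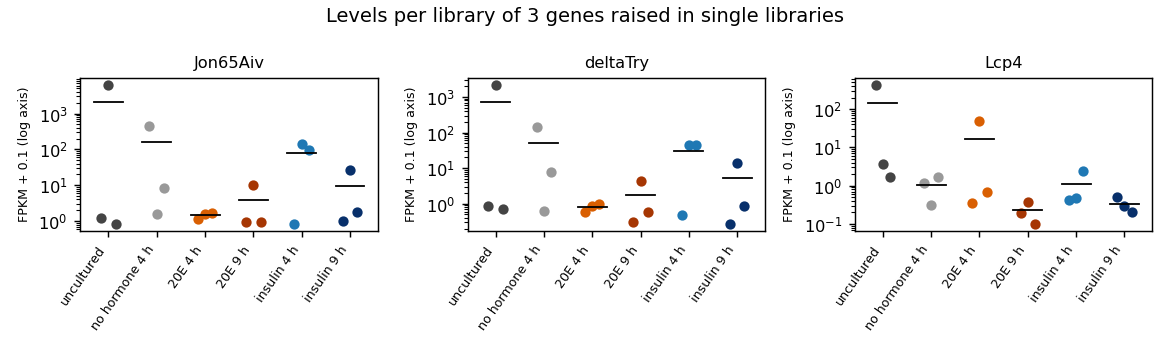
FPKM + 0.1 (log y axis) of Jon65Aiv, deltaTry and Lcp4 in each library, by group on the x axis. Points are the 3 replicates of a group from left to right and black lines are group means. Jon65Aiv reached 6102 FPKM in 1 uncultured library only, and Lcp4 reached 418.4 FPKM in another.

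The first comparison asked what 4 h of culture without hormone changes. Against uncultured discs, 6017 of 8524 genes were called, 2990 higher and 3027 lower, and 974 of them changed at least 2-fold on the log2(FPKM + 1) scale. The alternative that moved this count most was the stricter filter, with 5333 genes. Group ranges did not overlap for 73.2% of genes, against 10% by chance. The largest rises under the naming rule were in snoRNA:83E4-5, Dro and Prx2540-2. snoRNA:83E4-5 (FBgn0261006, chromosome 3R, 6375359 to 6375498) was listed at 0 in the uncultured libraries and at 19.1 ± 1.28 FPKM (SD, n = 3) without hormone. This RNA is 140 nt long, under the length correction estimated for these libraries, so its FPKM is imprecise. Dro (FBgn0010388, chromosome 2R, 14745961 to 14746714), an antimicrobial peptide gene, rose by 4.08 ± 0.67 (SE, adjusted p = 6.26e-05), from 1.18 ± 0.443 to 37.7 ± 15.8 FPKM (SD, n = 3). Prx2540-2 (FBgn0033518, now Prx6c, chromosome 2R, 10418718 to 10419761) rose by 3.91 ± 0.24 (SE, adjusted p = 2.06e-09). It belongs to a family of similar copies, so its own share of reads is uncertain.

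Heat shock genes had the largest falls. Hsp26 (FBgn0001225, chromosome 3L, 9376418 to 9377427) went from 1405 ± 380 to 11.7 ± 4.01 FPKM (SD, n = 3), a log2 change of -6.80 ± 0.42 (SE, adjusted p = 2.01e-09). Hsp70Bb (FBgn0013278, chromosome 3R, 12505793 to 12508139) fell by 6.45 and Hsp68 (FBgn0001230, chromosome 3R, 24055080 to 24057310) fell by 6.44. The Hsp70 copies are nearly identical, so reads may have been split between them. All 17 members of the heat shock list were lower, with a median log2 change of -6.04 (camera adjusted p = 2.93e-07). The ribosome biogenesis list was lower in all 14 members (median -1.56, camera adjusted p = 1.81e-07). The cell cycle list was lower in 19 of 20 members and higher in 1 (median -0.92, camera adjusted p = 2.14e-06). In the ecdysone response list 10 of 17 members were lower and 3 higher, also when adjusted over the list alone. The list itself was not called by camera (adjusted p = 0.0695) but was by fry (adjusted p = 2.3e-08). Eip75B (FBgn0000568, chromosome 3L, 17950953 to 18064696) went from 34.5 ± 3.68 to 2.68 ± 1.01 FPKM (SD, n = 3). In the antimicrobial peptide list 11 of 15 members were higher and 1 lower (camera adjusted p = 0.0971, fry adjusted p = 0.0237). FOXO and starvation response (adjusted p = 0.34), wound and JNK response (0.391) and glycolysis (0.425) were not called by camera. Their fry adjusted p was 1.22e-05, 0.00174 and 0.129 in the same order. In the FOXO and starvation response list 6 of 11 members were higher and 4 lower. Among the higher ones, Thor rose by 2.77 ± 0.20 and Sesn by 2.42 ± 0.16 (SE).

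For the lists counted here, adjusting over the list alone gave the same counts of called members unless stated. Camera made 20 calls over the 56 list tests. All 20 were also called by fry, which called 34. With an estimated inter-gene correlation there were 0 calls, and 4 tests had an unadjusted p under 0.05. When the 18 libraries were assigned to groups at random, 62 of 100 assignments, the real one included, gave at least 20 camera calls. Such assignments keep the real differences between libraries, so they cannot show how many calls unchanged data would give. With 0 calls under the estimated correlation, the list tests are read as the direction of a list's members. They do not separate the lists from chance by themselves.

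**Figure D3:**
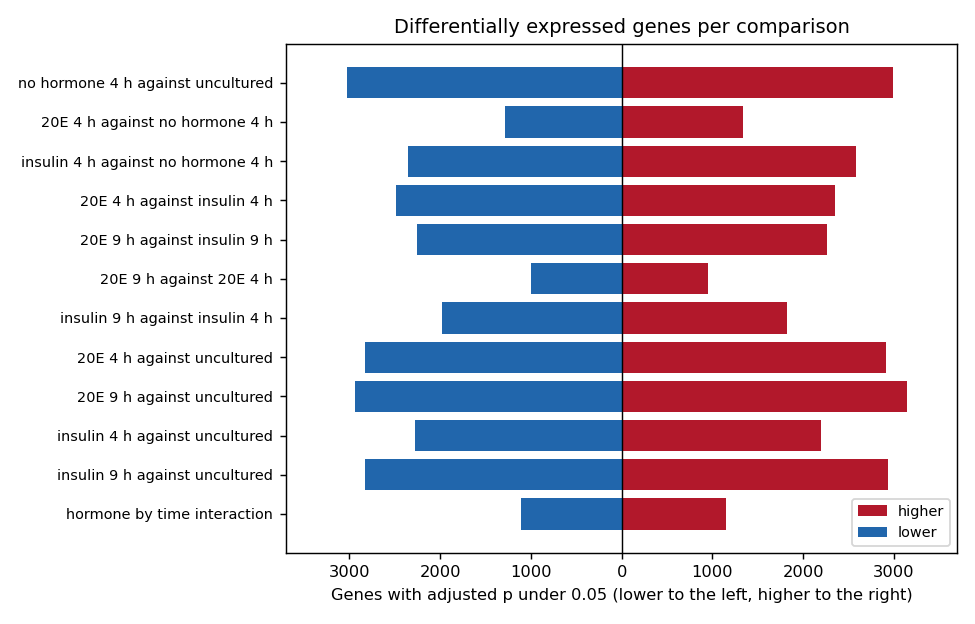
Number of genes with adjusted p under 0.05 in each comparison (x axis), higher to the right and lower to the left of 0. The first comparison, no hormone against uncultured, has 2990 higher and 3027 lower genes, and the change with time in 20E has 952 and 999.

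The next comparison asked what 20E changes at the same culture time. Against no hormone, 2621 genes were called at 4 h in 20E, 1341 higher and 1280 lower, and 216 changed at least 2-fold. ImpE2 (FBgn0001254, chromosome 3L, 3510974 to 3512681) rose by 4.85 ± 0.75 (SE, adjusted p = 0.000201), from 9.77 ± 8.73 to 269.9 ± 152 FPKM (SD, n = 3). The genes wbl (FBgn0004003, chromosome 2R, 19249395 to 19250917) and vri (FBgn0016076, chromosome 2L, 5288944 to 5311223) rose by 4.45 ± 0.14 and 4.41 ± 0.17 (SE). Genes with the largest falls were Cpr51A (FBgn0033942, chromosome 2R, 14512559 to 14515211; -3.90 ± 0.49), snRNA:U6:96Ab (FBgn0004189, chromosome 3R, 24556692 to 24556798) and Obp83g (FBgn0046875, chromosome 3R, 6111671 to 6112302; -3.19 ± 0.17). snRNA:U6:96Ab was listed at 0 in all 3 libraries of 20E at 4 h and is only 107 nt long. In the ecdysone response list 11 of 17 members were higher and 2 lower, also when adjusted over the list alone (median 1.48, camera adjusted p = 0.000214). Eip75B rose by 3.95 ± 0.18, ImpE1 by 3.98 ± 0.19, br by 2.28 ± 0.20 and Eip74EF by 1.48 ± 0.10 (SE). The 2 lower members were ftz-f1 (-2.04 ± 0.10) and EcR (-0.98 ± 0.06), the gene of the ecdysone receptor. Glycolysis was lower in 9 of 11 members, and adjusted over the list alone 1 further member was higher (median -0.83, camera adjusted p = 0.000174). Ribosome biogenesis was higher in 11 of 14 members, or 12 adjusted over the list alone (median 0.30, adjusted p = 1.83e-05). Cell cycle was higher in 8 of 20, or 10 adjusted over the list alone, and lower in 1 (adjusted p = 0.00182). The collagen IV genes vkg and Cg25C, both on the haemocyte list, fell by 1.30 and 1.10.

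Insulin at 4 h was compared with no hormone in the same way. It gave 4935 calls, 2580 higher and 2355 lower, and 446 at least 2-fold. ImpL3 (FBgn0001258, now Ldh, chromosome 3L, 6259105 to 6262694), the lactate dehydrogenase gene, rose by 4.78 ± 0.33 (SE, adjusted p = 2.84e-08), from 11.4 ± 0.20 to 363.6 ± 155 FPKM (SD, n = 3). ImpL2 (FBgn0001257, chromosome 3L, 4224006 to 4236147) rose by 4.76 ± 0.26 (SE, adjusted p = 3.12e-09). snoRNA:Me28S-G2703a (FBgn0082931, chromosome 2R, 14623517 to 14623607) rose by 4.44 ± 1.27 (SE, adjusted p = 0.00771) and is 91 nt long. The largest falls were in snoRNA:83E4-5 (-3.57 ± 0.90), CG13857 (FBgn0038958, chromosome 3R, 22392189 to 22394104; -3.53 ± 0.30) and snRNA:U6:96Ab, which was listed at 0 in insulin at 4 h. Glycolysis was higher in 11 of 11 members (median 1.19, camera adjusted p = 4.16e-05). Ribosome biogenesis was higher in 13 of 14 members (median 1.02, adjusted p = 1.81e-07) and cell cycle in 15 of 20 (median 0.44, adjusted p = 0.00186). In the cell cycle list 3 members were lower. In the ecdysone response list 5 of 17 members were higher (camera adjusted p = 0.211, fry adjusted p = 0.00087). Eip75B changed by 0.42 ± 0.18 (SE, adjusted p = 0.0543, under 0.05 in some of the alternatives), and br by 0.26 ± 0.20 (adjusted p = 0.282). InR, the insulin receptor gene, fell by 1.26 in insulin (adjusted p = 1.06e-07), whereas it rose by 0.92 in 20E (adjusted p = 8.82e-06). Sesn fell by 2.29 in insulin and by 2.03 in 20E. InR and Sesn are on the FOXO and starvation response list, which was mixed. In insulin 4 of its 11 members were higher (bmm, Ilp6, ImpL2 and foxo) and 6 lower (camera adjusted p = 0.351, fry adjusted p = 0.0022). In 20E at 4 h 3 were higher and 5 lower (camera adjusted p = 0.361, fry adjusted p = 0.00589).

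**Figure D4:**
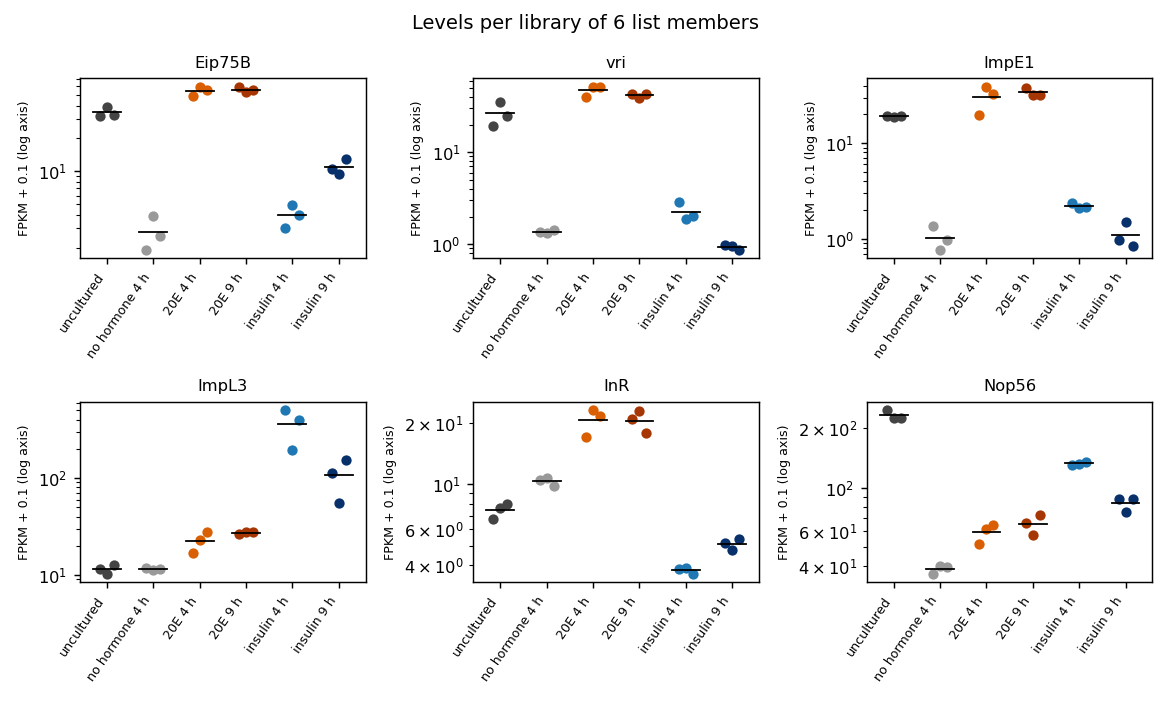
FPKM + 0.1 (log y axis) of 6 list members in each library, by group on the x axis. Points are replicates and black lines are group means. Eip75B, vri and ImpE1 are higher in both 20E groups and in uncultured discs than in the remaining groups, and ImpL3 is highest in insulin at 4 h (363.6 FPKM).

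Across the 8524 genes, which are not independent replicates, the changes in 20E and in insulin at 4 h correlated at r = 0.337. Sharing the no hormone libraries alone gave r = 0.503 in simulation, with a range of 0.361 to 0.622. The observed value lay below that range. The simulated groups held no real changes and their genes were drawn independently, so the simulated ranges are narrow. A value below them does not show that the responses are less alike. Of 1873 genes called in both contrasts, 1512 (80.7%) changed in the same direction, which the shared libraries also favour. Over all genes 64.6% changed in the same direction, against 66.7% in simulation (65.4% to 68.1%). The change made by culture and the change made by insulin correlated at r = -0.681, beyond the simulated range of -0.594 to -0.400. For 20E the value was r = -0.430, within the simulated range of -0.594 to -0.364. Of the 3027 genes lower without hormone, 2059 were higher in insulin than in no hormone and 949 in 20E. Of the 2990 genes higher without hormone, 1954 were lower in insulin and 870 in 20E. The shared no hormone libraries push these changes apart by themselves. The share of all genes with the same direction was 19.2% for culture and insulin and 33.5% for culture and 20E, against simulated ranges of 32.3% to 34.9% and 32.2% to 34.5%.

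The hormones were then compared directly. At 4 h, 4841 genes differed between 20E and insulin, 2353 higher and 2488 lower in 20E, and 457 at least 2-fold. The largest rises in 20E were in ImpE2 (4.31 ± 0.75 SE), vri (3.95 ± 0.17) and Cpr49Ac (FBgn0033725, chromosome 2R, 12386666 to 12390057; 3.76 ± 0.16). The largest falls were in snoRNA:Me28S-A982b (FBgn0082942, 77 nt, listed at 0 in 20E at 4 h), CG12164 (FBgn0033158, chromosome 2R, 7311395 to 7313495; -4.92 ± 0.13) and snoRNA:Me28S-G2703a (-4.45 ± 1.27). The call of snoRNA:Me28S-A982b was lost under some of the alternatives. All 11 glycolysis members were lower in 20E (median -2.13, camera adjusted p = 1.81e-07). Ribosome biogenesis was lower in 13 of 14 members and higher in 1 (median -0.74, adjusted p = 1.83e-05). In the ecdysone response list 11 of 17 members were higher and 4 lower, or 5 lower adjusted over the list alone. Camera did not call the list (adjusted p = 0.0624), whereas fry did (adjusted p = 4.02e-07). Cell cycle was lower in 12 of 20 members and higher in 4 (median -0.23), without a camera call (adjusted p = 0.125; fry adjusted p = 0.0456).

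At 9 h, 4517 genes differed, 2264 higher and 2253 lower in 20E, and 506 at least 2-fold. The design has no hormone-free culture at 9 h, so these differences cannot be assigned to 1 of the hormones. ImpE2 was higher by 6.72 ± 0.75, vri by 4.54 ± 0.17 and ImpE1 (FBgn0001253, chromosome 3L, 8372405 to 8391171) by 4.13 ± 0.19 (SE). The largest falls were in Lcp65Ag2 (FBgn0020637, chromosome 3L, 6132990 to 6133593; -7.05 ± 0.27), Lcp65Ag1 (FBgn0020638; -6.56 ± 0.35) and Lcp65Ag3 (FBgn0086611; -6.14 ± 0.40). These neighbouring cuticle genes are near-identical copies, so the value of each one is uncertain. Lcp65Ag2 stood at 161.2 ± 29.0 FPKM in insulin and 0.215 ± 0.0454 FPKM in 20E (SD, n = 3). All 11 glycolysis members were lower in 20E (median -1.19, camera adjusted p = 6.85e-06). Ribosome biogenesis was lower in 11 of 14 and higher in 1 (adjusted p = 0.00459), and cell cycle was higher in 10 of 20 (adjusted p = 0.00887). The ecdysone response list had 11 members higher and 5 lower. It was not called by camera (adjusted p = 0.052) but was by fry (adjusted p = 3.5e-07). vkg differed by -2.04 ± 0.08 and Cg25C by -2.18 ± 0.09 (SE). The contrasts at 4 h and 9 h share no library, and they correlated at r = 0.655 across genes, against a simulated range of -0.187 to 0.162.

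Change with time was compared within each hormone. Without a hormone-free culture at 9 h, a change due to culture time alone cannot be told from a hormone effect. From 4 h to 9 h in 20E, 1951 genes changed, 952 higher and 999 lower, and 87 at least 2-fold. This count was 1127 when only the compared libraries were fitted and 3606 with array weights. The largest rises were in snoRNA:Or-aca2 (FBgn0082924, 142 nt, listed at 0 in 20E at 4 h), snRNA:U6:96Ab, and CG13053 (FBgn0040801, chromosome 3L, 16259037 to 16259722; 2.60 ± 0.62 SE). The call of snoRNA:Or-aca2 was lost under some of the alternatives. The largest falls were in CG15282 (FBgn0028855, chromosome 2L, 14712471 to 14713298; -3.25 ± 0.41), CecB (FBgn0000278, chromosome 3R, 30213315 to 30213797; -2.55 ± 0.31) and Nplp4 (FBgn0040717, chromosome 2L, 2008414 to 2009072; -2.33 ± 0.57). Cell cycle was higher in 8 of 20 members (camera adjusted p = 0.000567). Ribosome biogenesis was lower in 4 of 14, with 1 higher when adjusted over the list alone (adjusted p = 0.0482), a call that was lost in 3 of the fits that left out 1 library, for example without 20E at 4 h replicate 2 (adjusted p = 0.123).

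From 4 h to 9 h in insulin, 3801 genes changed, 1818 higher and 1983 lower, and 117 at least 2-fold. Lcp65Ag3, Lcp65Ag1 and Lcp65Ag2 rose the most, by 2.47 ± 0.40, 2.40 ± 0.35 and 2.32 ± 0.27 (SE). Falling the most were snoRNA:Me18S-A1576 (FBgn0025881, 113 nt; -3.23 ± 1.08), snoRNA:Or-aca3 (FBgn0082923, 147 nt; -3.01 ± 1.15) and snoRNA:Psi28S-3327c (FBgn0086601, 140 nt; -2.90 ± 0.90). All 3 of these falls lost their call under some of the alternatives. ImpL3 changed by -1.77 ± 0.33 and ImpL2 by -2.10 ± 0.26. Eip75B rose by 1.29 ± 0.18 (SE, adjusted p = 5.25e-05), whereas in 20E it changed by 0.03 (adjusted p = 0.927). Ribosome biogenesis was lower in 12 of 14 members and higher in 1 (median -0.57, camera adjusted p = 1.18e-06). Cell cycle was lower in 15 of 20, or 16 adjusted over the list alone, and higher in 2 (adjusted p = 0.000235). Glycolysis was lower in 8 of 11 (adjusted p = 0.00367). The changes with time in the 2 hormones correlated at r = 0.135, within the simulated range of -0.160 to 0.147. Rank and sign measures lay outside their simulated ranges: Spearman's rho was 0.228 (-0.031 to 0.036) and 59.5% of all genes changed in the same direction (49.0% to 51.1%). Of 1091 genes called in both, 871 (79.8%) changed in the same direction. These contrasts share no library, and the simulation drew genes independently, so its ranges are narrow.

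The distance of each hormone culture from fresh discs was measured by the same fit. Against uncultured discs, 4469 genes were called in insulin at 4 h, 5758 in insulin at 9 h, 5739 in 20E at 4 h and 6081 in 20E at 9 h. At least 2-fold changes numbered 353, 713, 715 and 971 in the same order.

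The last comparison tested whether the change from 4 h to 9 h differed between the hormones. The interaction gave 2261 calls, 1149 with a positive and 1112 with a negative difference (20E minus insulin), and 188 at least 2-fold. With array weights the count was 3719.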

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

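Each result here is a difference between the hormones in the change from 4 h to 9 h, shown by the interaction term itself. The tests of a length trend, of the scaling and of short RNAs as the source of the calls, the midgut covariate, the arrangements of residuals and the list tests on the interaction were chosen only after the result was seen.

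The interaction had 2261 calls. Of 100 splits of the 12 libraries into 4 groups of 3, the real one included, 2 gave as many calls; the other split gave 2320, and the median of the other splits was 0. These splits mix the differences between the hormones into the spread within groups, so they test whether the groups differ at all and not the interaction. A second test kept the hormone and time effects and arranged the residuals of the additive model anew. In it 1 of 100 arrangements, the real one, gave as many calls; the most in another was 881 and the median 0. A real interaction also widens these residuals, which lowers the counts of the other arrangements. Removing each library's trend with transcript length left 2299 calls, and quantile normalization left 2227. With the level of the midgut markers as a covariate there were 2204. Protein-coding genes made up 95.6% of the calls. The tables therefore argue against a chance arrangement of the residuals around the hormone and time effects, and against a length trend, the scaling, midgut transcripts or short RNAs as the whole source. GC content was not tested, and a difference between culture batches cannot be excluded, since the labels give none. A hormone-dependent course of culture may explain the calls; this is a hypothesis from the same data.

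The largest positive differences under the naming rule were in snoRNA:Me18S-A1576 (5.24), snoRNA:Me28S-U1688 (4.35) and snoRNA:Psi28S-1135f (4.08), in log2 units. Imprecise values of short RNAs are a candidate explanation. The median within-group SD was 1.15 for 196 snoRNAs and snRNAs and 0.13 for coding genes of matched mean, a ratio of 8.54. Among these short RNAs 190 spread more than their matched gene, and 8 were called in the interaction. All 3 named RNAs lost the call under some of the alternatives. The libraries were selected for poly(A) RNA, so these levels carry little weight.

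The largest negative differences were in Lcp65Ag1 (-2.83), Nplp4 (-2.82) and Lcp65Ag2 (-2.81). A change of reads between near-identical Lcp65Ag copies would leave their sum unchanged. The sum of Lcp65Ag1, Lcp65Ag2 and Lcp65Ag3 had a difference of -3.10 ± 0.52 (SE, limma adjusted p = 0.000856), which argues against it. In 20E no library had over 1.03 FPKM of any copy, while in insulin each copy rose with time in the means. No explanation was tested for Nplp4, which spread widely between libraries.

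Among list members chosen after their values were seen, the interaction was -1.26 for Eip75B, 2.07 for ImpL3, 2.38 for ImpL2, 0.80 for CycE, 1.06 for stg, 0.81 for Nop56 and 1.11 for Pglym78. For ImpL3, ImpL2, Nop56 and Pglym78 the positive sign goes with a called fall with time in insulin and no call in 20E. Their changes in 20E were positive too (0.30, 0.28, 0.14 and 0.48 in the same order). The lack of a call therefore does not exclude a share from 20E, for Pglym78 above all (limma adjusted p = 0.0667). CycE had a called rise in 20E (0.44, adjusted p = 0.000322) and a called fall in insulin (-0.36, adjusted p = 0.000493). For stg the rise in 20E was called (0.77, adjusted p = 0.000487). Its fall in insulin was not (-0.28, adjusted p = 0.0691, or 0.037 over the list alone). The negative sign of Eip75B goes with a rise in insulin (1.29, adjusted p = 5.25e-05) and not with a fall in 20E (0.03, adjusted p = 0.927). With camera on the interaction, the cell cycle list (adjusted p = 2.78e-08), glycolysis (adjusted p = 0.000103) and ribosome biogenesis (adjusted p = 0.000408) were called. The difference was positive in 19 of 20, 11 of 11 and 12 of 14 members. It was called positive in 17, 8 and 9 of them, or 17, 10 and 10 adjusted over the list alone, and called negative in 1 cell cycle member. Under fry the adjusted p was 0.000493, 0.0105 and 0.00419. The random assignments, of which 62 of 100 matched the camera calls, covered only the 7 planned comparisons. They do not test these list calls, which are likewise read only as the direction of the members. Depletion of insulin in the medium, or a fading response to it, may underlie the falls in insulin, but neither was tested. No group was kept without hormone for 9 h, so the part of culture time alone in these falls cannot be judged. No explanation was tested for the called rises of CycE and stg in 20E.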

How the results depend on the processing

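Of the 132 counts of calls recomputed for the 12 comparisons under other settings, 129 stayed within 1.5 times the reported count, and so did all 78 from fits that left out 1 replicate. The count for 20E at 9 h against 4 h was 1127 with only the compared libraries and 3606 with array weights. The interaction was 3719 with array weights. Fewer libraries leave fewer degrees of freedom in the first of these; the cause of the array-weight counts was not tested. Leaving out 1 library gave 1382 to 1706 calls for 20E at 9 h against 4 h and 1866 to 2294 for the interaction.

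The 20 list calls became 34 with fry and 0 with the estimated correlation (4 at an unadjusted p under 0.05). Under the remaining settings they numbered 19 to 30, and at least 19 of the 20 were kept. Robust eBayes does not apply to camera and was not run there. The correlation of the hormone contrasts at 4 h and 9 h (0.655) was 0.568 with a pseudocount of 0.1, 0.690 with a mean of at least 5 FPKM and 0.739 with protein-coding genes only, the last added after seeing the data. It ranged from 0.626 to 0.650 across the fits that each left out 1 replicate. The spread used for it was its jackknife SE of 0.027; the cause of these moves was not tested. The other correlations moved by less than their jackknife SE in all settings run.

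The replicate numbers gave no evidence of pairing. Same-numbered libraries had residual correlations from -0.45 to 0.31 with a median of 0, and 8 of 45 pairs were over 0.1. With the replicate number as a block, no hormone against uncultured had 6078 calls, 5973 of them among the 6017, and 20E against no hormone at 4 h had 2734. The block moved no count by 1.5 times.

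No direction reversed in any setting. For 131 gene values, 21 of 1416 recomputed values were weaker and 7 stronger under other settings, and 40 of 864 were weaker and 3 stronger when 1 replicate was left out. Most of the stronger ones were Eip75B in insulin against no hormone at 4 h, so its lack of a call there depends on the setting. Of the 15 called values of non-coding RNAs, 7 lost the call in at least 1 fit without a replicate, against 3 of 112 for coding genes. Those 3 were vri in insulin at 4 h, ImpE3 with time in 20E and CecA1 with time in insulin. The largest move of a share of higher calls by scaling was from 52.3% to 45.1%, in insulin against no hormone at 4 h, where quantile normalization moved the median change by -0.043.

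Depth limits the short RNAs and genes near 1 FPKM, where 1 FPKM is about 28.2 fragments per kb of effective length at the lowest estimated depth.

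Other splits of 3 against 3 could not go below a share of 0.1. In each of the 11 such comparisons 1 of 10 splits, the real one, gave as many calls.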

Other observations

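All tests in this part were chosen only after the pattern was seen, and so were the minimum of 1000 fragments and the separate treatment of the libraries below it.

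Of 16 midgut markers, 9 were at least 10 times higher in uncultured replicate 2 than in the other uncultured libraries. Jon65Aiv reached 6102 FPKM, deltaTry 2128 and gammaTry 2004. The other 7, among them Jon99Ci, Mal-A1 and Amy-p, stayed at or below 0.265 FPKM. None of 12 body-wall muscle, 6 salivary gland and 9 nervous system markers rose 10-fold, and 1 of the 16 midgut markers had a median of at least 1 FPKM in the other libraries. Midgut tissue carried over in dissection may be the source. These data hold no gut library to say how high the silent markers should stand, so midgut material cannot be told apart from another source of these proteases.

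The same markers stood lower in 6 other libraries, for example 459.7 FPKM of Jon65Aiv in no hormone replicate 1 and 136.9 in insulin at 4 h replicate 2. Reads of uncultured replicate 2 assigned to the wrong library would give every marker the same ratio. The ratios differed by more than counting error in all 4 libraries with at least 1000 estimated marker fragments, 1.58-fold to 4.50-fold between markers (chi-square test, highest adjusted p = 1.68e-10). They also differed in the 2 libraries below that minimum (adjusted p = 0.0226 and 4.94e-22), of which the lower had 461 fragments. In 1 of these, no hormone replicate 3 with 481 fragments, betaTry was listed at 0 and the ratios ran from 0% to 0.372%; in the other, replicate 2 of 20E at 9 h, they spread 2.17-fold. The chi-square test covers counting error only, on fragments estimated from FPKM, so misassigned reads stay open in these libraries too. Read sharing among similar copies, duplicate fragments and the low level in the remaining libraries also widen such ratios. The ratios alone therefore do not tell misassigned reads from carried material. In no hormone replicate 1 they ran from 3.94% to 12.3%, and misassigned reads would carry heat shock transcripts at such ratios too. The median level of the heat shock list was 7.65 log2 units in uncultured discs and 1.69 without hormone, a fall to under 3.94%. These levels are group medians over 3 libraries, and 1 library could stand higher, so they do not decide for no hormone replicate 1. The other libraries had lower ratios, so the sources cannot be told apart there either.

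Lcp1 to Lcp4 stood at 229.2, 174.4, 266.5 and 418.4 FPKM in uncultured replicate 1 and at 30.5, 26.8, 30.6 and 48.8 FPKM in replicate 2 of 20E at 4 h. They stayed at or under 3.69 FPKM elsewhere. The ratio between the libraries ran from 11.5% to 15.4% (chi-square p = 9.58e-07). The same sources of spread apply here, and the wider reading was adopted after the value was seen. The ratios alone therefore do not tell misassigned reads from material in both libraries. Misassigned reads would also carry heat shock transcripts at such ratios. The median level of that list was 7.65 log2 units in uncultured discs and 1.36 in 20E at 4 h, a fall to far below 11.5%. The SE of its members' changes between these groups was at most 0.52. This argues against misassigned reads as the whole source, although the levels are group medians over 3 libraries and not that library's own. No biological explanation was tested.

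All 17 tested heat shock genes were higher in each of the 3 uncultured libraries than in each of the 15 cultured ones, which argues against material in 1 library as the cause. The median level of the list was 7.65 log2 units in uncultured discs, and 0 of the 5 cultured groups came within 1 unit of it. Handling before lysis may have induced these genes, but no group separates handling from the lack of culture, so the causes cannot be told apart.

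roX1 ranged from 82.7 to 333 FPKM and roX2 from 30.2 to 173 FPKM. Their deviations from the group means correlated over the 18 libraries (r = 0.948, permutation p = 0.00013; Spearman's rho = 0.922, p = 1e-04; 100000 permutations within groups). Without the 2 libraries farthest from the median r was 0.949. These RNAs act in male dosage compensation, so a varying share of male discs is a candidate explanation. Another shared influence on the 2 RNAs was not tested, and the labels do not give the sex of the larvae.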
